A study of Mus musculus with 4 samples.

How the data were processed

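Single-cell RNA libraries were made from mammary epithelial cells of 4 FVB mice that were homozygous for a floxed Tfap2c gene and carried Krt5-CreERT2. In such mice the Cre recombinase is made in cells that use the Krt5 promoter and becomes active when 4-hydroxytamoxifen (4OHT) is given. Corn oil, the vehicle, was given to 2 mice and 4OHT to the other 2. The labels place the injections at week 4 and the harvest at week 9. The labels state the length of the injections in different ways, 5 days in the sample characteristics and a longer course in the treatment protocol, so no result here rests on it. Each library was taken as 1 replicate, and cells were never treated as replicates.

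The deposited values are raw UMI counts per gene and cell, which the authors made with Cell Ranger 3.0.1 and a mouse reference named GRCm38.91, per the labels' design text. The libraries were 3′ gene expression libraries, per the same text. Strand, the use of introns and the cell calling settings are not stated there. The deposited matrices hold 31053 genes and 18223 cell barcodes. Total UMI counts per library ranged from 17351950 to 22017878. Because a 3′ count does not tell the exons of a transcript apart, a transcript that lost an internal exon can still be counted. Genes that overlap or share near-identical sequence could have been split by the authors' counting, and Gm4951, Tgtp2 and Ctla2a belong to families with close copies.

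Cells with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial counts were kept, which left out 556 cells. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked between 0.17% and 0.46% of cells, which was taken as a failure of the threshold. The cells with the highest scores were left out instead, in the number expected at 0.8% per 1000 cells, which removed 639 cells and left 17028. Counts were scaled to 10000 per cell and log-transformed. Clusters came from 2000 variable genes, 30 principal components, 15 nearest neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1. Clusters were named from marker lists of 18 classes. A name needed at least 3 markers detected in at least 10% of a cluster's cells, a mean log2 score of at least 0.75, a second score of at most 0.7 of the best, and no more markers of another class than of its own among the 10 leading genes. The marker lists were fixed in advance, and the score limits were set after the data were seen. The names are rebuilt from these data and carry the suffix "-like".

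Raw UMI counts were summed per library and class. The sums were tested with edgeR 4.0.16 (R 4.3.3), using TMM factors, the filterByExpr filter and the quasi-likelihood F-test of 4OHT against corn oil, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM, the count of a gene scaled to the library's sum over the class, was computed here from the deposited counts, and within-number log2 differences used a prior count of 1. The difference of effect between basal-like and luminal progenitor-like cells was tested as an interaction with library as a block. Cells per class and per epithelial cluster were tested with the same package, with library totals as offsets. Shares were also compared by an exact two-sided permutation test, whose smallest possible p with 2 libraries against 2 is 0.333. Gene lists were tested with fry in limma 3.58.1, with camera as an alternative. Shares of cells with a Tfap2c UMI were computed after thinning each cell to 2000 UMIs, with exact Clopper-Pearson 95% intervals. A count of 0 was read against the limit of 3 counts. Ratios of genes with few counts carry exact 95% intervals. All these intervals and limits cover counting error only.

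The groups, the main tests, the alternatives, the marker lists, a list of 34 genes and 7 gene lists were fixed before the data were examined. Genes were named by a rule fixed with them: the largest changes in each direction among genes that passed the threshold with a mean of at least 20 CPM and both 4OHT-labelled libraries on the same side of both others. Where no gene passed the threshold, the 3 genes with the smallest p of each test were named as not passing, along with Tfap2c and members of the fixed list. Lists for interferon response, hypoxia, unfolded protein response and leukocyte markers were written after the data were seen, and so were 3 alternatives for the clustering. Gene positions are those of GENCODE M21 on GRCm38, a later annotation release than the one the labels name, and were used only to place genes.

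The gene tests were checked on simulated counts drawn from the real means and library sizes, with 200 genes changed by a log2 of 2 in either direction. The test recovered 67% of them among 11147 genes in the simulated basal-like comparison, with 15 false calls. It recovered 76% among 9710 genes for luminal progenitor-like cells, with 23 false calls, and 72% among 7448 genes for hormone-sensing luminal-like cells, with 9 false calls. The share for all cells pooled was 57% among 12556 genes, with 23 false calls. With the replicate number as a term, simulated recovery was 95% in basal-like and 79.5% in luminal progenitor-like cells, with 20 and 12 false calls. It was 84% in hormone-sensing luminal-like and 90.5% in pooled cells, with 5 and 69 false calls. The interaction test recovered 82% among 9569 genes, with 4 false calls. The test of epithelial cluster shares recovered 94% of the changed clusters in 50 simulations, with 2.5% of the unchanged ones called. That simulation gave each cluster the same mean cell number and a preset spread, with the changed clusters lower by a log2 of 2. The real clusters differed in size and spread, with standard errors of log2 fold changes from 0.51 to 2.09. The 94% therefore does not give the power for the real clusters.

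Alternatives covered other size factors, other filters on genes and on cells, DESeq2 1.42.0, doublets kept, other clustering resolutions, the same number of cells per library, TMM factors for class shares, shares of epithelial cells only, each library clustered on its own, basal-like cells without luminal transcripts, a fit with the replicate number as a term, and each library left out in turn. Basal-like cells counted as without luminal transcripts if none of Csn3, Wfdc18, Krt8 and Krt18 reached 2 UMIs, so lower counts of these were allowed. No class outside the epithelium had at least 50 cells in every library, so none was tested. Counts of the 4 libraries differed by far more than sampling noise in every pair, with a chi-square per degree of freedom from 20.1 to 82.1, so each library was counted once.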

Results

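Droplet-based 3′ RNA sequencing was performed on mammary epithelial cells from mice in which Tfap2c, the gene for the transcription factor AP-2γ, is flanked by loxP sites and Cre is driven by the Krt5 promoter. The series asked what conditional loss of Tfap2c does to mammary stem cells. Mice received corn oil (2 libraries) or 4OHT (2 libraries) from week 4 and were sampled at week 9. The deposited files held 3546 cells for corn oil replicate 1, 4323 for corn oil replicate 2, 4809 for 4OHT replicate 1 and 5545 for 4OHT replicate 2. The total UMI counts of these libraries were 20014724, 17351950, 22017878 and 19639165, in the same order. The median UMI count per cell was 5299.5 and 3619 in the corn oil libraries, and 4242 and 3055 in the 4OHT libraries. After filtering, 3393, 4064, 4453 and 5118 cells remained, in the same order.

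The targeted gene was examined first, as a check of the labels. Tfap2c (ENSMUSG00000028640) lies on chromosome 2 from 172549593 to 172558622 on the plus strand (GRCm38). In basal-like cells, where Krt5 is expressed, Tfap2c was at 366 ± 61.4 CPM in the corn oil libraries and 398 ± 25.2 CPM in the 4OHT libraries (SD, n = 2 each). The 4 libraries gave 410, 323, 380 and 416 CPM, from sums of 4332, 2419, 4050 and 3834 UMIs. The log2 fold change was 0.21 with a standard error of 0.23, and the edgeR quasi-likelihood test gave a Benjamini-Hochberg adjusted p of 0.999. Between the libraries numbered 1 the log2 difference was −0.07, and between those numbered 2 it was 0.48. Tfap2c was therefore not lower in the libraries labelled 4OHT. All directions below rest on the labels alone, and the libraries are called corn oil-labelled and 4OHT-labelled. The counts do not tell exons apart, so they do not measure the deletion itself. Of the alternatives, keeping only basal-like cells without luminal transcripts moved this value most, to a log2 fold change of −0.18. The cut removed cells with at least 2 UMIs of any of 4 luminal transcripts. It kept 408 and 882 cells of the corn oil-labelled libraries and 361 and 823 of the 4OHT-labelled ones. The full class had 1916 and 2235 cells, and 2342 and 3056 cells, in the same order. Shallow cells pass a cut on raw UMIs more easily, so the kept cells need not be a purer basal-like set.

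**Figure D1:**
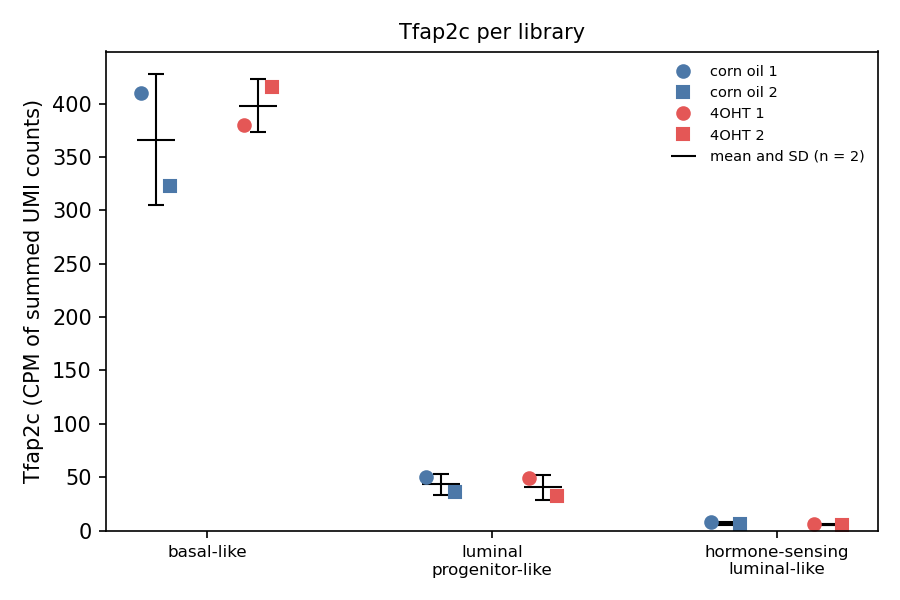
Tfap2c in CPM of summed UMI counts (vertical axis) for 3 epithelial classes (horizontal axis), with each library as a point and the mean and SD of 2 libraries as black bars. Basal-like cells range from 323 to 416 CPM, with the 4OHT-labelled libraries at 380 and 416.

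Among luminal progenitor-like cells, Tfap2c was at 43.1 ± 9.76 CPM in corn oil-labelled and 40.6 ± 11.7 CPM in 4OHT-labelled libraries (SD, n = 2 each), with a log2 fold change of 0.02, a standard error of 0.33 and an adjusted p of 1.00 (edgeR quasi-likelihood test). This value changed sign to −0.04 when only genes with a mean of at least 20 CPM were fitted. The sums of hormone-sensing luminal-like cells held between 9 and 14 Tfap2c UMIs per library, and the log2 fold change was −0.40 with a standard error of 0.49 and an adjusted p of 1.00 (edgeR quasi-likelihood test).

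The share of cells with a Tfap2c UMI was compared after each cell was thinned to 2000 UMIs, which left out 244 basal-like cells of the corn oil-labelled libraries and 634 of the 4OHT-labelled ones. The shares in basal-like cells were 45.4% (exact 95% interval 43.2 to 47.7) and 36.2% (34.1 to 38.3) in the corn oil-labelled libraries. They were 42.3% (40.2 to 44.4) and 47.6% (45.7 to 49.6) in the 4OHT-labelled libraries. The group means were 40.8% ± 6.55 and 45.0% ± 3.78 (SD, n = 2 each), a difference within the spread between replicates. Without thinning, the shares were 70.0%, 47.5%, 60.3% and 55.5%, at median depths of 5237.5, 3161, 4235 and 2855 UMIs. Endothelial-like cells, taken as a class that should lack the gene, had 1 cell with a Tfap2c UMI in each library before thinning and none after it. The larger of these samples, 56 cells of corn oil replicate 2 and 58 of 4OHT replicate 2, allow shares of up to 5.36% and 5.17%. Their unthinned shares were 1.27% and 0.70%, at median depths of 2259 and 1820 UMIs. The thinned shares of luminal progenitor-like cells were 7.64%, 7.58%, 8.73% and 5.05%, after 77 cells of the corn oil-labelled and 264 of the 4OHT-labelled libraries were left out. Their unthinned shares were 20.1%, 15.4%, 17.6% and 11%, at median depths of 5215, 4672.5, 4309 and 3390 UMIs. The thinned shares of hormone-sensing luminal-like cells lay between 0% (0 of 255 cells, which allows up to 1.18%) and 1.92%, within the limits of the endothelial-like background, and 11 and 35 cells were left out. Their unthinned shares lay between 2.30% and 5.70%, at median depths from 4476.5 to 7757.5 UMIs.

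The comparison of cell makeup asked whether treatment changed the proportions of the epithelial classes. Basal-like cells made up 55.7% ± 1.04 of kept cells in corn oil-labelled and 56.2% ± 5.03 in 4OHT-labelled libraries (SD, n = 2 each). Luminal progenitor-like cells made up 33.7% ± 6.81 and 32.4% ± 8.71, and hormone-sensing luminal-like cells 7.67% ± 4.26 and 8.29% ± 3.31. Endothelial-like cells were at 1.10% ± 1.19 and 1.85% ± 1.34. Clusters that stayed unnamed, led by genes such as Ccl2 and Col3a1 or Igkc, Cd74 and Cd3d, were at 1.79% ± 2.41 and 1.27% ± 0.97. None of the 5 differences exceeded the spread between replicates. The exact two-sided permutation p was 1 for 4 of them and 0.667 for endothelial-like cells, where 0.333 is the smallest p that 2 against 2 can give. The edgeR test on cells per class gave an adjusted p of 0.97 for each of the 5, with 0 at an unadjusted p under 0.05. The basal-like difference was −3.88 percentage points between the libraries numbered 1 and 4.72 between those numbered 2. The luminal progenitor-like difference was 0.08 percentage points between the libraries numbered 1 and −2.61 between those numbered 2. With every deposited cell kept, the basal-like difference moved from 0.42 to −0.10 percentage points.

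**Figure D2:**
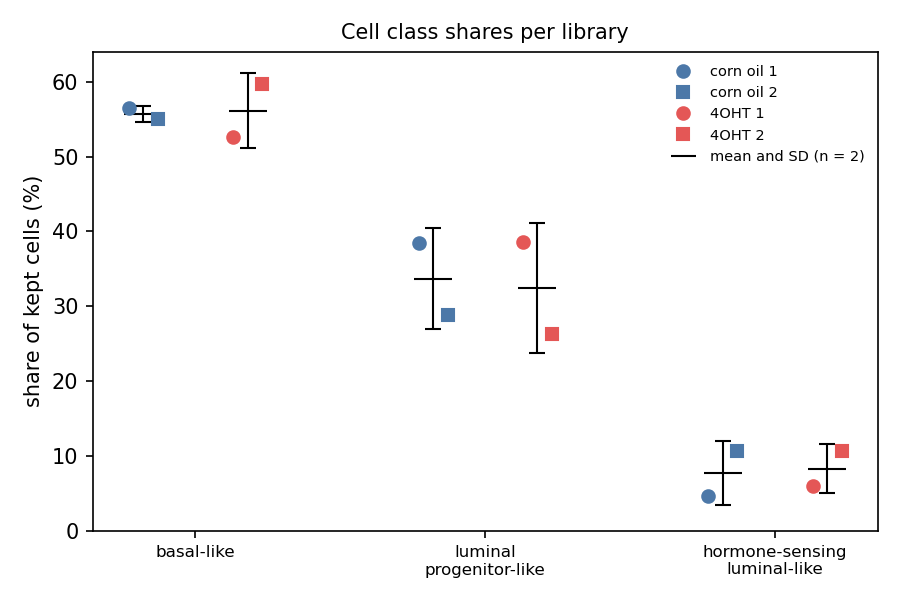
Share of kept cells in percent (vertical axis) for 3 epithelial classes (horizontal axis), with each library as a point and the mean and SD of 2 libraries as black bars. Luminal progenitor-like shares were 38.5% and 38.6% in the libraries numbered 1, against 28.9% and 26.3% in those numbered 2.

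The epithelial cells were also clustered on their own, which gave 15 clusters over 16495 cells. None passed the adjusted threshold in the edgeR test, and 1 had an unadjusted p under 0.05. That cluster, named after its values were seen, was number 11, with an unadjusted p of 0.0188 and an adjusted p of 0.282. Its leading genes include Ifit1 and Ifit3, interferon response genes, which as a list had a median log2 fold change below 0 in the 3 classes. Its size was therefore not read as a difference in cell number. Cluster 2 held 707 and 985 cells of the libraries numbered 1 and 27 and 44 cells of those numbered 2. Of the alternatives, thinning cells before clustering, chosen after the data were seen, gave the smallest adjusted p, 0.0675, over 13 clusters, and the smallest adjusted p of the others ranged from 0.157 to 0.965.

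Genes that changed within a class were tested on summed counts. In basal-like cells, 0 of 11410 genes passed the edgeR quasi-likelihood test after adjustment, and 405 had an unadjusted p under 0.05, of which 243 were lower in the 4OHT-labelled libraries. For luminal progenitor-like cells, 0 of 9953 genes passed and 194 had an unadjusted p under 0.05. For hormone-sensing luminal-like cells, 0 of 7824 genes passed and 297 had an unadjusted p under 0.05. With all cells pooled, 0 of 12831 genes passed and 269 had an unadjusted p under 0.05. Of the other filters, size factors and tests, leaving out the filter on low counts moved the basal-like count most, to 129 genes, and the DESeq2 Wald test gave 41. The fit with the replicate number as a term, a pairing that the labels do not state, passed 199 genes in basal-like cells. It passed 16 in luminal progenitor-like cells, 66 in hormone-sensing luminal-like cells and 0 with all cells pooled. No gene differed in effect between basal-like and luminal progenitor-like cells in the interaction test of 11674 genes, with 362 at an unadjusted p under 0.05.

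The genes with the smallest p are given as not passing. In basal-like cells they were Ctla2a, Irf7 and Gm4951. Ctla2a (ENSMUSG00000044258, chromosome 13 from 60934155 to 60936625, minus strand) was at 0.69 ± 0.22 CPM in corn oil-labelled and 8.99 ± 0.44 CPM in 4OHT-labelled libraries (SD, n = 2 each). Its log2 fold change was 3.73 with a standard error of 0.39 and an adjusted p of 0.838 (edgeR), and it rested on 9, 4, 99 and 80 UMIs. Ctla2a was also among the leading genes of endothelial-like cells, whose free RNA would bring an estimated 6.6% to 46.9% of these UMIs in 4OHT replicate 1, and 68.3% to 319.5% of those counted in 4OHT replicate 2, depending on the endothelial genes used for scaling. Ctla2a and Gm4951 have close copies in the genome that can share reads, which makes their levels uncertain. Irf7 (chromosome 7 from 141262706 to 141266481) fell by 1.89 on the log2 scale, with a standard error of 0.27 and an adjusted p of 0.869 (edgeR). Its mean was 68.8 ± 13.9 CPM in corn oil-labelled and 17.8 ± 2.03 CPM in 4OHT-labelled libraries. Gm4951 (chromosome 18 from 60212080 to 60247820) fell by 2.72, from 14.5 ± 4.98 to 2.10 ± 0.36 CPM, with an adjusted p of 0.869 (edgeR).

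Within luminal progenitor-like cells the smallest p belonged to Cnfn, Wdcp and Tgtp2, each with an adjusted p of 1.00 (edgeR). Cnfn had 2 UMIs in the corn oil-labelled and 57 in the 4OHT-labelled libraries, a ratio of 27.8 with an exact 95% counting interval from 7.4 to 235.5. Wdcp was at 31.3 ± 12.5 CPM in corn oil-labelled and 7.30 ± 0.17 CPM in 4OHT-labelled libraries, a log2 fold change of −1.98 with a standard error of 0.38. Tgtp2 had 41 UMIs in corn oil-labelled and 3 in 4OHT-labelled libraries, a ratio of 14.0 with an interval from 4.5 to 70.6, and it too has a close copy. Within hormone-sensing luminal-like cells they were Ido1, Tm4sf1 and 4930486L24Rik, each with an adjusted p of 0.575 (edgeR). Ido1 rose from 12.2 ± 2.80 to 57.4 ± 13.8 CPM, and Tm4sf1 from 84.3 ± 17.6 to 273 ± 8.73 CPM. 4930486L24Rik had 3 UMIs in corn oil-labelled and 87 in 4OHT-labelled libraries, a ratio of 21.9 with an interval from 7.3 to 108.3. It was at 34.5 CPM in 4OHT replicate 1 and 11.1 CPM in 4OHT replicate 2, a spread that the interval does not cover. With all cells pooled they were Ang4, Nts and Ankrd1, each with an adjusted p of 1.00 (edgeR). Ang4 was at 3.76 ± 0.02 and 17.0 ± 2.08 CPM, and Ankrd1 at 10.6 ± 0.46 and 24.5 ± 0.47 CPM. Nts had 2 and 307 UMIs, a ratio of 140 with an interval from 38.5 to 1163, and was among the leading genes of an endothelial-like cluster. Its level also differed between the 4OHT-labelled libraries, at 11.4 CPM in replicate 1 and 3.93 CPM in replicate 2.

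The fixed list of 34 genes held 30 that could be tested in basal-like, 25 in luminal progenitor-like and 19 in hormone-sensing luminal-like cells. None passed in any of the 3 classes, either over all genes or adjusted over the list alone. Unadjusted p under 0.05 was reached by 3 genes in basal-like cells (Hes1, Tspan8 and Dll1), 0 in luminal progenitor-like cells and 2 in hormone-sensing luminal-like cells (Elf5 and Prom1). The smallest p adjusted over the list alone was 0.171 in basal-like cells, shared by Hes1 and Tspan8, 0.928 in luminal progenitor-like cells, shared by several genes, and 0.107 for Elf5 in hormone-sensing luminal-like cells (edgeR). Hes1 was at 24.9 ± 1.23 and 42.8 ± 8.75 CPM, with a log2 fold change of 0.84. Tspan8 was at 15.4 ± 3.39 and 34.3 ± 12.9 CPM, with a log2 fold change of 1.21. Dll1 was at 19.6 ± 7.33 and 9.12 ± 3.84 CPM, with a log2 fold change of −1.04. In the DESeq2 alternative the smallest value adjusted over the list alone was 0.0648 for Tspan8 in basal-like cells, and with other size factors it was 0.157. The fit with the replicate number as a term did pass genes of the list. In basal-like cells 3 passed over all genes and 8 over the list alone, and in hormone-sensing luminal-like cells 2 passed over the list alone.

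Cebpb, Nfkbia and Rspo1 were in the fixed list as genes that the study followed. Cebpb (chromosome 2 from 167688915 to 167690418) was at 1167 and 484 CPM in basal-like cells of the corn oil-labelled libraries and at 703 and 379 CPM in those of the 4OHT-labelled libraries. Its log2 fold change was −0.54 with a standard error of 0.42, and it became 0.13 without corn oil replicate 1. Between libraries of equal number, Cebpb was lower with 4OHT in both comparisons, by a log2 difference of −0.695 for number 1 and −0.24 for number 2. Cebpb in luminal progenitor-like cells was at 2233, 527, 781 and 607 CPM, in the same order, and the log2 fold change of −0.90 became 0.56 without corn oil replicate 1. The value of −0.65 in hormone-sensing luminal-like cells became 0.05 without that library. Nfkbia (chromosome 12 from 55489410 to 55492647) was at 495 ± 158 and 836 ± 145 CPM in basal-like cells, with a log2 fold change of 0.83, a standard error of 0.35 and an adjusted p of 0.999 (edgeR). It was higher by 0.97 between the libraries numbered 1 and by 0.74 between those numbered 2. The Nfkbia log2 fold change of −0.51 in hormone-sensing luminal-like cells became 0.06 without corn oil replicate 2. Rspo1 (chromosome 4 from 124986430 to 125009099) had too few counts to be tested within a class. In luminal progenitor-like cells it had 9, 111, 8 and 0 UMIs, the count of 0 allowing up to 0.54 CPM. With all cells pooled its log2 fold change was −2.95 with a standard error of 1.23 and an adjusted p of 1.00 (edgeR), and it was −0.41 without corn oil replicate 2.

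**Figure D3:**
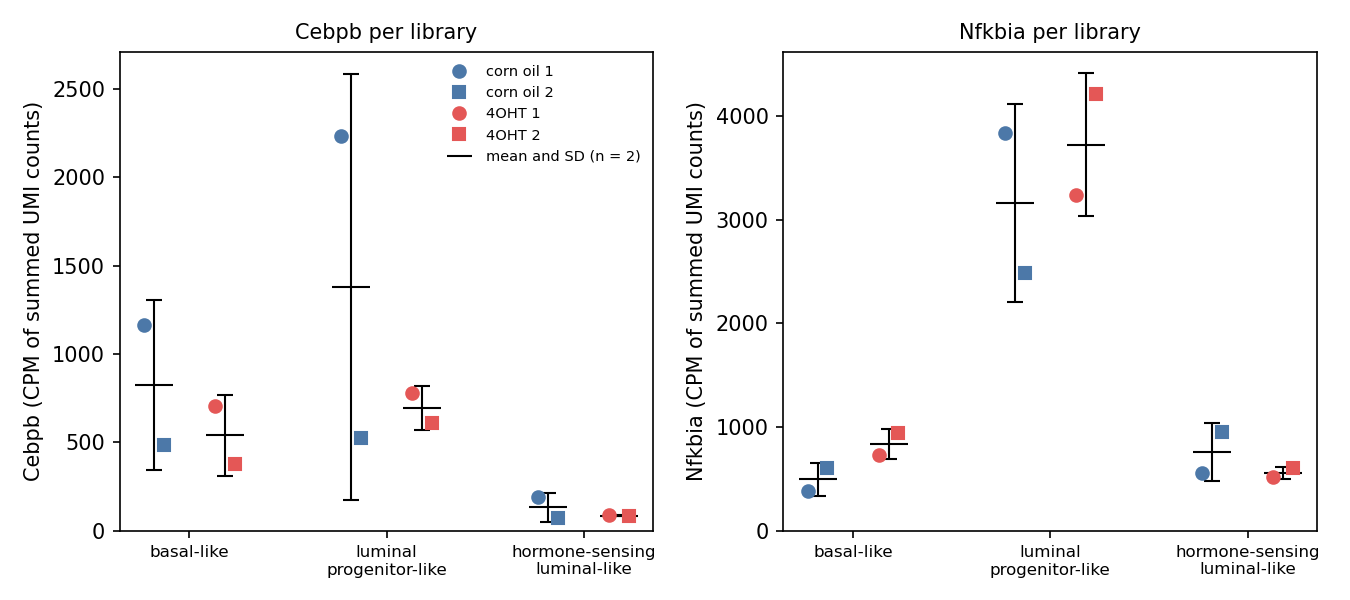
Cebpb (left) and Nfkbia (right) in CPM of summed UMI counts (vertical axes) for 3 epithelial classes (horizontal axes), with each library as a point and the mean and SD of 2 libraries as black bars. Cebpb in luminal progenitor-like cells was at 2233 CPM in corn oil replicate 1 and between 527 and 781 CPM in the other libraries.

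The 7 fixed gene lists, for proliferation, cell preparation stress, estrogen response, basal identity, luminal progenitor identity, milk genes and stem cell markers, were tested in the 3 classes. None of the 21 tests passed with fry after adjustment, and 1 had an unadjusted p under 0.05, which was basal identity in luminal progenitor-like cells (p of 0.0244, adjusted p of 0.512 with fry). Its median log2 fold change was 0.39, with 9 of 11 genes higher. Adjusted p with fry ranged from 0.512 to 0.992 over the 21 tests. In basal-like cells the median log2 fold change was 0.21 for stem cell markers (7 of 12 genes higher), −0.13 for proliferation (3 of 10), 0.21 for cell preparation stress (18 of 23) and 0.14 for estrogen response (5 of 8). It was 0.05 for basal identity (8 of 12), 0.23 for luminal progenitor identity (7 of 11) and −1.78 for milk genes (2 of 5). The milk gene median was −2.25 between the libraries numbered 1 and −0.595 between those numbered 2, so its size rested mostly on 4OHT replicate 1. In luminal progenitor-like cells these medians were −2.02 and −0.30, and in hormone-sensing luminal-like cells −2.09 and 0.08, over 2 genes. The pattern was therefore not limited to basal-like cells, and whether these made the transcripts themselves was not tested. With camera at a preset correlation of 0.01, 7 of the 21 tests passed, and none of these 7 held with fry or with an estimated correlation.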

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

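All tests in this part were chosen after the result was seen. The cells left out by the filter on genes, UMIs and mitochondrial counts lie outside the comparisons of the report, apart from the alternative that kept every deposited cell. Their share was 1.58% and 2.71% of deposited cells in the corn oil-labelled libraries. It was 3.85% in 4OHT replicate 1 and 3.57% in 4OHT replicate 2, above both corn oil-labelled libraries. The exact 95% interval of 4OHT replicate 2, from 3.10% to 4.09%, overlaps that of corn oil replicate 2, from 2.24% to 3.23%. That of 4OHT replicate 1 does not, with a range from 3.32% to 4.43%. These intervals cover counting error only.

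A lower depth per cell puts more cells under a fixed minimum. With the libraries thinned to 1 median UMI count, 4OHT replicate 2 had 3.57% of its cells under the filter, below the 4.71% and 4.23% of the corn oil-labelled libraries, so depth may account for its share. At that median 4OHT replicate 1 had 7.65%, still above both. Of its 185 cells under the filter, 181 were under the minimum of genes or UMIs, and matching medians leaves such a tail of shallow cells in place. A lower depth of part of its cells therefore cannot be told apart from other reasons there. An effect of 4OHT was not tested.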

How the results depend on the processing

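Of the alternatives, 3 for the clustering were chosen after the data were seen: 2 that left out genes called under the replicate block, and 1 that thinned cells first. Counts of changed genes stayed at 0 in each class under other size factors, a mean of at least 20 CPM, every deposited cell, at most 5% mitochondrial counts, doublets kept, both other clustering resolutions and the same number of cells per library. Without the filter on low counts, 129 genes passed in basal-like, 25 in luminal progenitor-like and 44 in hormone-sensing luminal-like cells, 0 with all cells pooled, and 21 in the interaction test. The DESeq2 Wald test gave 41, 1, 5 and 12 genes. Basal-like cells without luminal transcripts gave 1 gene. The cause was not tested. Other size factors moved the median log2 fold change of all genes by at most 0.022.

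Libraries of the 2 groups share replicate numbers, and the labels do not say that a number marks a litter or a day. With only 2 pairs the numbers were not taken to pair the samples. Deviations from the group means correlated between equal numbers across genes (r of 0.79 in basal-like, 0.39 in luminal progenitor-like, 0.36 in hormone-sensing luminal-like and 0.66 in pooled cells), and genes are not independent replicates. With the replicate block, 199 genes passed in basal-like (81 higher, 118 lower), 16 in luminal progenitor-like and 66 in hormone-sensing luminal-like cells, and 0 with all cells pooled, where 972 had an unadjusted p under 0.05. The number itself had 2354 genes past the threshold in basal-like cells. Adjusted over the list alone, the block gave 8 genes of the fixed list in basal-like cells (Tfap2b, Cebpb, Nfkbia, Hes1, Sox9, Tspan8, Dll1 and Itga6) and 2 in hormone-sensing luminal-like cells (Elf5 and Prom1). Adjusted over all genes, it gave 3 genes of the fixed list in basal-like cells and 0 in each luminal class. No class share or epithelial cluster passed with the block. No fixed gene list passed with it under fry or under camera with an estimated correlation, while camera with the preset correlation passed several.

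The Tfap2c log2 fold change in basal-like cells reversed to −0.18 in cells without luminal transcripts, and in luminal progenitor-like cells to −0.04 at a mean of at least 20 CPM. The difference in the share of luminal progenitor-like cells with a Tfap2c UMI was −3.49 percentage points without thinning, where cells of greater depth show more UMIs, against −0.72 with it, and that of basal-like cells was −0.87 against 4.15. The basal-like share difference reversed to −0.10 percentage points with every deposited cell. The cause was not tested. Camera with a correlation of 0.01 passed 7 gene list tests, and camera with an estimated correlation passed 0. Class and epithelial cluster shares had 0 calls under every alternative run. The smallest adjusted p of a class share was 0.0583 (edgeR), for Schwann-like cells at resolution 2. This class was also named with every deposited cell, at 0.315, and with each library clustered on its own, at 0.991. It had 2 and 3 cells in the corn oil-labelled and 23 and 18 in the 4OHT-labelled libraries at resolution 2.

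Across the fits that each left out 1 library, the Tfap2c log2 fold change ranged from 0.03 to 0.38 in basal-like, −0.23 to 0.32 in luminal progenitor-like and −0.55 to −0.27 in hormone-sensing luminal-like cells. Share differences ranged from −3.14 to 3.98 percentage points for basal-like, −7.42 to 4.90 for luminal progenitor-like, −2.39 to 3.63 for hormone-sensing luminal-like and −0.21 to 1.69 for endothelial-like cells, and −2.22 to 1.18 for unnamed clusters. Direction was kept by 27 to 30 of 33 named genes in basal-like, 19 to 21 of 28 in luminal progenitor-like, 15 to 19 of 22 in hormone-sensing luminal-like and 26 to 32 of 35 in pooled cells. Of 373 other values under an alternative, 325 stayed the same, 31 became stronger and 17 moved. With all libraries kept, a fold change stayed the same if its direction and its call were kept, whatever its size. Without 1 library, it stayed the same if it moved by less than the SD between replicates, and a change of sign had no label of its own. Because no gene passed in the main fit, the 325 say little about how stable the sizes were.

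Clustering without the genes called changed had nothing to leave out, since no gene passed, and was not run. Alternatives for genes changed in non-epithelial classes were not run, since no such class had its genes tested. Low counts left Rspo1 untested within each class.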

Other observations

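All tests in this part were chosen after the result was seen, and the interferon, hypoxia, unfolded protein response and leukocyte lists were written after it too.

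Tfap2c was not lower in the 4OHT-labelled libraries. The lowest log2 ratio over the other groupings of the 4 libraries was −0.23, and that of the labelled grouping was 0.12 in size. No grouping thus had much lower Tfap2c. This would argue against swapped labels only if deletion lowered these counts, which is not known, so a swap cannot be excluded. Free RNA from other cells is argued against, since endothelial-like cells carried 1.47% of the basal-like level. Transcripts that lost an exon but kept their 3′ end could still be counted. The log2 fold change of 0.21 comes from counts that do not separate exons, so this cannot be told apart from incomplete deletion, or from growth of cells that escaped it, neither of which was tested.

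In basal-like cells, all 30 genes of the interferon response list were lower in the 4OHT-labelled libraries, with a median log2 fold change of −1.51. The fry test gave a p of 0.073 and an adjusted p of 0.272, so the list did not pass with fry. It passed with camera at the preset correlation (adjusted p of 2.18e-67) and did not with camera at an estimated correlation (adjusted p of 0.228). The median was −0.94 between the libraries numbered 1 and −2.13 between those numbered 2. On the scale of log2(CPM + 1) the median was −1.54, and without each library in turn it lay between −2.05 and −1.07, which argues against 1 library deciding the direction. Leukocyte markers, of which 5 of 15 passed the filter in basal-like cells, summed to 41.3 CPM in corn oil-labelled libraries. That is 2.6% of the fall of the interferon genes. Between the libraries numbered 1 the marker sum went from 28.4 to 24.6 CPM and the interferon sum from 1985.6 to 1054.4 CPM. Between those numbered 2 they went from 54.2 to 24.4 CPM and from 2735.4 to 523.2 CPM. The markers fell less in both comparisons, but the interferon level per marker in leukocytes was not measured. Leukocyte RNA therefore cannot be excluded as a source. Of the 3 splits of the 4 libraries, 1, the labelled one, gave a median as large, and 3 splits are too few to exclude chance. Luminal progenitor-like cells also had the 30 genes lower, with a median of −0.92 (adjusted p of 0.325 with fry), but only −0.06 between the libraries numbered 1. Without each library in turn the median in luminal progenitor-like cells lay between −1.76 and −0.30, so its size there depended on single libraries. Hormone-sensing luminal-like cells had 21 of 23 lower, with a median of −0.61 (adjusted p of 0.325 with fry), which was −0.01 between the libraries numbered 1 and −1.33 between those numbered 2. Other technical differences between the libraries were not tested. A difference between individual mice, such as exposure to infection, and an effect of 4OHT or of Tfap2c loss remain open as hypotheses, none of them tested. For the other lists the smallest adjusted p was also 0.272 with fry: the hypoxia list (median 0.12 in basal-like cells) ranged from 0.272 to 0.498 over the 3 classes, the unfolded protein response list (median 0.09) from 0.272 to 0.325, and the leukocyte list (median −0.37) was at 0.498 in basal-like cells, the only class in which it was tested. With camera at the preset correlation, the interferon and unfolded protein response lists passed in the 3 classes and the hypoxia list in luminal progenitor-like cells, and none of these passed with fry or an estimated correlation.

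Several epithelial clusters were mostly of libraries with 1 number, such as cluster 7 with 470 and 697 cells of the libraries numbered 2 against 44 and 55 of those numbered 1. The cluster makeups of the 2 libraries of a group differed by 39.6% of cells in each group, and those of equal number in different groups by 17.5% and 31.9%. After thinning to 1500 UMIs they differed by 22.1% and 25.6%, while libraries of equal number in different groups differed by 17.0% and 31.3%. Without thinning, clustering at resolution 0.5 also lowered the distances within groups, to 26.2% and 31.5%, and left 0 clusters mostly of 1 number. Resolution 0.5 gave 10 clusters and also lowered the distances of equal number in different groups, to 13.5% and 29.1%. Thinning gave 13 clusters and the smaller distances within groups, which argues against fewer clusters as the whole reason for the smaller split. How much of it comes from a difference in depth per cell cannot be told, since coarser clustering lowered the distances too. In basal-like cells 2354 genes differed between the numbers on sums scaled for depth (edgeR). No biological explanation was tested, since the labels do not say what the numbers stand for.

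Ctla2a was higher in basal-like cells of both 4OHT-labelled libraries. Scaled by Fabp4, RNA from endothelial-like cells would bring 6.6% of its UMIs in 4OHT replicate 1 and 68.3% in 4OHT replicate 2. Scaled by the summed endothelial markers, it would bring 18% and 319.5% with each library's own ratio, and 46.9% and 197.1% with the ratio of all libraries. In corn oil replicates 1 and 2 the Fabp4 estimates were 57.1% and 421.9%, and those by summed markers were 269.4% and 1034.2% with each library's own ratio and 559.4% and 2464.5% with the ratio of all libraries. Most of these exceed the UMIs counted, so the scaling is rough and tends to overshoot. Endothelial markers in basal-like cells of 4OHT replicate 1 were at 91.6% of their level in the lower corn oil-labelled library, while Ctla2a was at 9.30 CPM against 0.85 and 0.53 CPM. This argues against endothelial RNA as the main source there, though it may bring a part. In 4OHT replicate 2 the markers were at 359.2% of that level, or 56.8 CPM with Ctla2a at 8.68 CPM, against 43.7 CPM with Ctla2a at 0.53 CPM in corn oil replicate 2. This comparison and the overshoot go against endothelial RNA there too, but they rest on 4 Ctla2a UMIs in corn oil replicate 2, and each estimate for 4OHT replicate 2 would bring most of the UMIs. The source cannot be told apart from expression in that library. The gene 4930486L24Rik, higher in hormone-sensing luminal-like cells of the 4OHT-labelled libraries, lies 69680 bp from Ctla2a on chromosome 13. A variant at the locus that differs between the mice could raise both. Of the 3 other genes tested within 1000000 bp in basal-like cells, 0 had an unadjusted p under 0.05, and 3 genes are too few to decide. An effect of 4OHT or of Tfap2c loss was not tested apart from these.

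Cebpb was higher in corn oil replicate 1 than in the other libraries in the 3 epithelial classes, at 1167 CPM against 379 to 703 CPM in basal-like and 2233 CPM against 527 to 781 CPM in luminal progenitor-like cells. If stress from cell preparation were the cause, the preparation stress list would be high there too. Its mean in basal-like cells of that library was −0.35 on the log2 scale from the mean of the libraries, the lowest of the 4, which argues against it in that class. In luminal progenitor-like cells it was 0.13 and in hormone-sensing luminal-like cells 0.09, above the mean but below 4OHT replicate 2, at 0.21 and 0.38. Stress cannot be told apart from other reasons in these 2 classes, where the list was neither lowest nor highest in that library. Other technical differences of that library, and a difference of that mouse, stay open and were not tested.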
